A study of Homo sapiens with 50 samples. Its data were reported in "A Conserved BDNF, Glutamate- and GABA-Enriched Gene Module Related to Human Depression Identified by Coexpression Meta-Analysis and DNA Variant Genome-Wide Association Studies" (2014).

How the data were processed

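Gene expression was measured in postmortem anterior cingulate cortex from 25 subjects with major depressive disorder (MDD) and 25 control subjects on Illumina HumanHT-12 bead arrays, with 1 array per subject. Per the labels, the subjects form 25 matched pairs, and the pair number in each label was used as the replicate number. Subjects are separate donors, so the spread between arrays holds differences between people as well as technical error, and the number of arrays limits the precision.

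A pair of tables of the same arrays was used, both with linear probe intensity values. The first held intensity values normalized by the authors, and the second held average probe signals that were deposited without normalization, rounded to whole numbers. The submitters' processing notes name GenomeStudio as the software that made the signals, and its version and the steps of normalization were not given in the sources used here. Detection p-values were not used, since neither table as given here carries them. The scale and steps of the normalized table were therefore read from its values. Sorted values were nearly the same within 18 arrays (median intensity 97.78 to 97.81) and within the other 32 arrays (median intensity 109.4), with a median difference between arrays of at most 0.0215% inside a group and at least 10.5% between groups (tolerance 0.5%), and every array had a mean intensity of 336.6 and a SD of 1181, as quantile normalization in 2 separate sets followed by a common scaling would leave them. These 2 groups of arrays are called the smaller and the larger processing set. Each holds whole pairs, 9 pairs in the smaller set and 16 pairs in the larger set, so the comparison within pairs is made inside a set. In the table without normalization the median intensity per array was 129 to 183 in the smaller set and 99 to 123 in the larger set. Ranks of the 48803 probes agreed between the tables on 44 arrays, with a rank correlation of at least 0.99971. On 6 control arrays the rank correlation was only 0.770 to 0.793.

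The plan made before the data were examined named the table without normalization as the main source where detection p-values came with it, and the authors' normalized values otherwise. The second case applied. The deposited intensity values were put on the log2 scale with the authors' normalization kept and with no background subtracted, which understates fold changes of dim genes. The 40% of probes with the lowest mean were left out, which set a floor at an intensity of 99.4. Probes were named through a table that pairs them with the platform's annotation. Of its 28111 probes, 28098 had 1 gene symbol and 13 had several, and the other 20692 probes on the array are unnamed here. The Entrez ID of 28059 probes was found in the RefSeq gene table of GRCh38.p14, and 0 symbols changed through it. No coordinates are given, because the genome build behind the probe design was not given in the sources used here. Where several probes measured a gene, the probe with the largest interquartile range over all arrays was taken, which follows the study's rule. XIST, TSIX and Y-linked genes (77 symbols together) were left out. This gave 14983 genes.

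MDD and control were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, two-sided) with the matched pair as a fixed block, and p-values were adjusted by the Benjamini-Hochberg method at 0.05. The pairing comes from the labels. It was checked by correlating the deviations of pair members from their group means. The correlation had a median of 0.360 (range 0.024 to 0.605) in matched pairs and -0.031 between unmatched subjects. With the mean of each group and processing set removed, the median was 0.125 in matched pairs (range -0.183 to 0.517), and 14 of 25 pairs were over 0.1, against 24 of 25 with only group means removed. For 28 gene lists fixed before the data were examined, with at least 5 measured genes each, camera compared the genes of a list with the other genes, with a preset correlation of 0.01 between genes and again with a correlation estimated from the data. The fry test asked whether the genes of a list move on balance in the same direction, without comparing them with other genes, and its mixed form asked whether they change in either direction. The lists held module 35 of the study and 4 of its functional groups, markers of cell types (neurons, glutamatergic neurons, GABA interneurons, astrocytes, oligodendrocytes and their precursors, microglia, endothelial and mural cells, blood cells), receptors and transmitter systems (GABA, glutamate, monoamine, neurotrophin, synaptic vesicle), stress and activity responses (immediate early, glucocorticoid, heat shock, metallothionein, interferon, inflammation), circadian clock genes, oxidative phosphorylation genes and ribosomal protein genes. A further list held the genes named in advance. A two-sided permutation test of the mean paired difference of each list, with 100000 swaps of MDD and control within pairs, was added after seeing the data.

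Coexpression of a list was the mean absolute Pearson correlation over all pairs of its genes, after the study's distance between genes. It was set against 10000 random lists of the same size matched on mean expression in 20 bins (1000 random lists for lists other than module 35), and the difference between MDD and control was tested with 100000 swaps within pairs (10000 for alternatives), two-sided.

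The genes named in the text followed a rule fixed in advance. Up to 10 genes per direction past the threshold were to be named, and where fewer passed, up to 5 genes of the smallest unadjusted p per direction took their place and are said not to pass. From each list up to 4 genes of the smallest unadjusted p were named, besides the genes named in advance, and for coexpression the 5 genes with the highest and the 3 with the lowest mean correlation and the most correlated gene pair.

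The paired fit was tested on simulated data in which MDD and control were swapped at random within the 25 pairs and 200 of the 14983 genes were changed. Of the changed genes, 81.3% were recovered at a log2 change of 0.25, 98.7% at 0.5 and 100% at 1, with a mean of 6.2, 8.2 and 8.6 false calls per run and at most 22, 26 and 28. The genes were drawn at random and the change was the same in every pair. These shares need not hold for genes that vary more than most or whose change differs between pairs. The swap test of coexpression was tested on simulated lists of 81 genes in 25 pairs. It called 20 of 20 lists made with a lower correlation in MDD at a mean difference of -0.318, 4 of 20 at a mean difference of -0.0975 (added after seeing the data) and 1 of 20 made without a difference. The simulated lists held a shared signal and independent noise, without processing sets, outlying arrays or a relation within pairs. These counts therefore do not give the power of the test in the real arrays.

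Alternatives changed the block, the probe per gene, the filter, the normalization, the table, the weights of arrays, a principal component as a covariate and the pairs used. Arrays were called outlying when their mean correlation with the other arrays lay over 3 median absolute deviations below the median (under 0.968), which held for 6 arrays in 5 pairs. The filter on detection p-values was replaced by a floor on every array, and a block for the array chip was not run because chips were not given in the sources used here. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3 was used for coexpression, and matplotlib 3.10.9 for figures.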

Results

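The data describe gene expression in the anterior cingulate cortex, a region of the frontal lobe involved in mood, from 25 subjects with MDD and 25 matched control subjects. The series is 1 of the cohorts in which the study looked for groups of genes expressed together, and its module 35 is a set of 88 genes that includes BDNF and genes of GABA and glutamate receptors. After filtering, 14983 genes were measured, 81 of them in module 35. The first principal component (26.5% of the variance) separated the 2 processing sets except for control 31, with a mean score of 17.2 in the smaller set and -9.7 in the larger set. It did not separate the diagnoses, whose mean scores were -0.44 in MDD and 0.44 in control subjects. The arrays that stood apart from the rest were those of control 31, control 32, control 3, MDD 11, MDD 32 and MDD 35, with control 31 the farthest (mean correlation with the other arrays 0.932, against a median of 0.978).

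**Figure D1:**
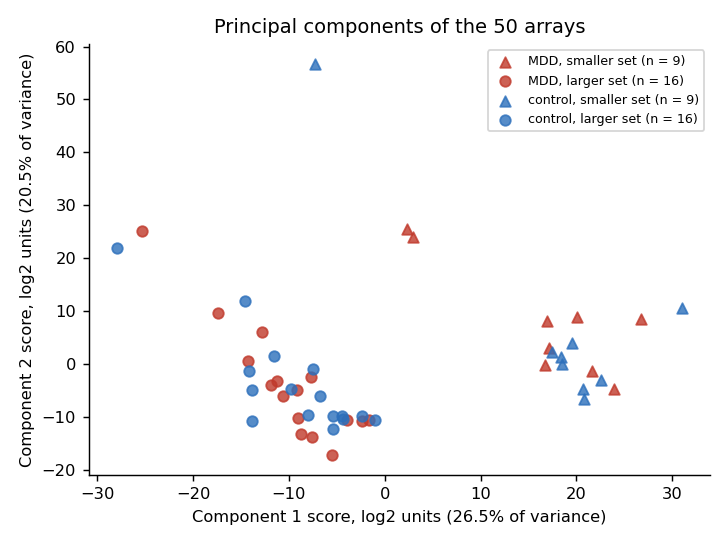
Scores of the 50 arrays on the first and second principal components of 14983 genes, in log2 units, with diagnosis shown by colour and processing set by symbol. The first component (26.5% of the variance) separates most arrays of the smaller set from those of the larger set, and MDD and control arrays overlap.

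The first comparison asked which genes differ between MDD and control subjects within matched pairs. Several genes of myelin-forming oligodendrocytes were among those with the lowest levels in MDD relative to control, and no gene passed the threshold. MAG, a myelin-associated glycoprotein, had a log2 fold change (MDD minus control) of -0.59 ± 0.20 (SE, n = 25 pairs) and was lower in MDD in 17 of 25 pairs, with an adjusted p of 0.999 in limma. It had the largest absolute log2 fold change of the 14983 genes. The 10 genes with the largest absolute changes, a set chosen after the values were seen, all had lower mean values in MDD. Of these, 5 belonged to the oligodendrocyte list: MAG, CNDP1 (-0.45), the iron carrier TF (-0.53), the tight junction protein CLDN11 (-0.49) and the lysophospholipase ENPP2 (-0.46).

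In limma, 0 of 14983 genes had an adjusted p under 0.05, and the smallest adjusted p was 0.999. At an unadjusted p under 0.05 there were 320 higher and 325 lower genes in MDD, 645 in all, where 749.2 would be expected by chance. None of the genes named next passes the adjusted threshold. Among genes with higher values in MDD, the smallest unadjusted p-values were those of COQ8A, a kinase-like protein of coenzyme Q synthesis (0.13 ± 0.031 SE, higher in 21 of 25 pairs, p = 0.000207), ZNF106 (0.16), DDN, which encodes the dendritic protein dendrin (0.15), SESN1, a stress-induced sestrin (0.10), and YPEL1, a module 35 gene (0.17 ± 0.046 SE, higher in 19 of 25 pairs, p = 0.000877). Among genes with lower values, they were those of CLEC4A, a lectin of myeloid cells (-0.16 ± 0.038 SE, lower in 18 of 25 pairs, p = 0.000344), GGA1, a sorting adaptor of the Golgi (-0.12), CNDP1, a dipeptidase made by oligodendrocytes (-0.45 ± 0.13 SE, lower in 19 of 25 pairs, p = 0.00132), CAPN3, a calpain protease (-0.41), and ZFYVE16, an endosomal protein (-0.17). CLEC4A and GGA1 had mean intensities of 124 and 109.5, close to the floor of 99.4, where background limits fold changes and the signal may be mostly background. The median standard error of the log2 fold change was 0.044. Across genes, the log2 fold changes of the smaller and the larger processing set had a correlation of 0.096 (two-sided permutation p = 0.218, 1000 swaps within pairs), with genes not being independent replicates.

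Genes named in advance from depression research also stayed below the threshold, with an adjusted p of 0.999 in limma for each. The largest differences toward lower values in MDD were those of neuropeptides of inhibitory interneurons. SST (somatostatin) had a log2 fold change of -0.26 ± 0.17 (SE, n = 25 pairs, lower in 17 pairs) and NPY (neuropeptide Y) of -0.20 ± 0.17 (lower in 15 pairs). Values were smaller for PVALB (-0.098), CRH (-0.076), VIP (-0.049), GAD1 (-0.026) and RELN (-0.0083), and GAD2 (0.029) and CALB1 (0.045) were slightly above 0. BDNF, a neurotrophin of module 35, had a log2 fold change of -0.034 ± 0.063 (SE, lower in 13 of 25 pairs), and its receptor NTRK2 of 0.16 ± 0.15. ADCYAP1, which encodes the neuropeptide PACAP, was the named gene with the smallest unadjusted p (0.21 ± 0.081 SE, higher in 16 of 25 pairs, p = 0.0156). FKBP5, a glucocorticoid-induced chaperone, had a log2 fold change of 0.052 ± 0.12, and GRP, a neuropeptide, of 0.049 ± 0.084. Receptor genes had values from -0.045 (GABRA2) to 0.058 (GABBR2), with GABRA4 at -0.0033 and GRM7 at 0.032. Axon guidance and synapse genes lay from -0.011 (NTNG1) to 0.047 (EPHA3), with EPHA5 at 0.0074, SLITRK3 at 0.040 and SLITRK5 at 0.032, and the immediate early gene EGR3 was at 0.0040.

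The second comparison asked whether fixed groups of genes shifted together. The oligodendrocyte list had the largest shift. Of its 18 measured genes, 18 had lower mean values in MDD, with a median log2 fold change of -0.35, which is a fold of 0.785. At an unadjusted p under 0.05, 14 of the 18 were lower, 11 were lower when adjusted over the list alone, and 0 when adjusted over all genes. CNDP1 (-0.45), CNTN2, an axonal and glial adhesion molecule (-0.38), UGT8, which makes the myelin lipid galactosylceramide (-0.33), and MAG (-0.59) had the smallest p-values, each with a p of 0.0231 in limma adjusted over the list alone. The mean difference of the list within pairs was -0.34 ± 0.66 (SD, n = 25 pairs), lower in MDD in 18 of 25 pairs.

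With the preset correlation, camera called the oligodendrocyte list lower than the other genes (adjusted p = 7.42e-20 over 28 lists). The call was lost with an estimated correlation (adjusted p = 0.291 with an estimated correlation, unadjusted p = 0.0117), as the genes of the list vary together (estimated correlation 0.773). The unadjusted p was 0.0175 in fry (adjusted p = 0.245; the mixed form gave an adjusted p of 1 for each of the 28 lists) and 0.0183 in the two-sided permutation test of the mean paired difference (adjusted p = 0.256). Within processing sets the mean difference was -0.42 in the smaller set (lower in 6 of 9 pairs, exact permutation p = 0.0938) and -0.29 in the larger set (lower in 12 of 16 pairs, permutation p = 0.112), and these 2 values did not differ by a permutation of the set labels (p = 0.662, adjusted p = 0.952 over 28 lists). Without the 6 pairs whose control array differed between the tables, it was -0.30 (lower in 14 of 19 pairs, permutation p = 0.0601).

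**Figure D2:**
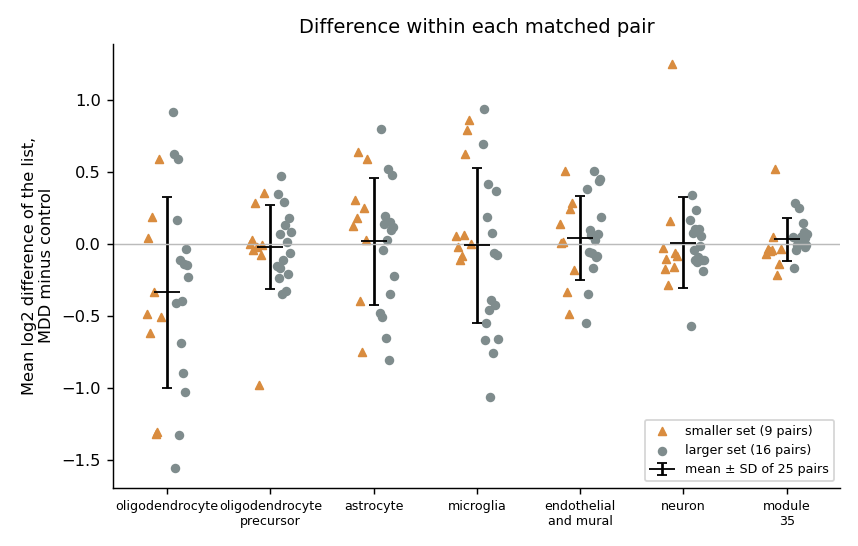
Mean log2 difference of 7 gene lists within each of the 25 matched pairs, MDD minus control, with the processing set shown by symbol and the black bars giving the mean ± SD. Oligodendrocyte genes were lower in MDD in 18 of 25 pairs (mean -0.34, SD 0.66), while the means of the other 6 lists lie near 0.

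Markers of the other cell types gave no call in camera over all 25 pairs. Oligodendrocyte precursor genes had a median log2 fold change of -0.022 over 10 genes (PCDH15 -0.068 ± 0.037 SE, CSPG4 0.087 ± 0.060, OLIG2 -0.11 ± 0.11). The median was 0.020 for 15 astrocyte genes (ALDOC 0.053, SOX9 0.069), 0.0072 for 19 microglial genes (CD14 0.19, CD74 -0.195), whose mean was -0.0099, 0.024 for 15 endothelial and mural genes (TAGLN 0.28, ABCB1 -0.062) and -0.029 for 8 blood cell genes (HBG1 -0.15, S100A8 0.21), whose mean was 0.0014. It was 0.0074 for 14 neuronal genes (NEFL -0.081, INA 0.086), 0.011 for 14 genes of glutamatergic neurons (TLE4 -0.14, CAMK2A 0.11) and -0.015 for 19 genes of GABA interneurons (SST -0.26, CORT -0.16). Of these 8 lists, 0 had a gene past the threshold in limma adjusted over the list alone, and at an unadjusted p under 0.05 there were 1 higher and 1 lower gene of glutamatergic neurons and 0 in the other lists. The microglial list had a mean difference of 0.24 in the smaller set (lower in 4 of 9 pairs) and -0.15 in the larger set (lower in 10 of 16 pairs), which did not pass a permutation test of the set labels (p = 0.0776, adjusted p = 0.952 over 28 lists). With the preset correlation camera called it in opposite directions in these sets (adjusted p = 1.01e-07 and 0.000484), with adjusted p = 0.464 and 0.673 with an estimated correlation. The microglial median near 0 depended on the pairs used and on the weights of arrays: it was -0.20 without the pairs that hold an outlying array (adjusted p = 0.000188 with the preset and 0.666 with an estimated correlation), -0.089 with array weights and -0.11 without the 6 pairs whose control array differed between the tables. These 6 pairs are all in the smaller set, and pairs 31 and 32 among them also hold an outlying array. Leaving the 6 pairs out therefore does not tell apart the differing tables, the outlying arrays and the processing set. The GABA interneuron list had a median of 0.11 in the smaller set and -0.096 in the larger set, also called in opposite directions with the preset correlation (adjusted p = 0.0415 and 0.00248), with adjusted p = 0.928 and 0.673 with an estimated correlation. The difference between its set means did not pass a permutation test of the set labels (p = 0.255, adjusted p = 0.952). Its mean in the smaller set (0.097, lower in 3 of 9 pairs) is above 0 only with pair 31. That pair had a difference of 1.301, against at most 0.143 (pair 24) in the other pairs of the set. Astrocyte genes had a median of 0.12 in the smaller set (adjusted p = 0.0415 with the preset and 0.928 with an estimated correlation).

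Module 35 genes differed little between MDD and control subjects. The median log2 fold change of the 81 measured genes was 0.036, a fold of 1.025, and 57 of them had higher and 24 lower mean values in MDD. At an unadjusted p under 0.05, 6 were higher and 1 was lower. In limma, 0 passed when adjusted over all genes and 0 when adjusted over the list alone, where the smallest p was 0.0711, for YPEL1. The study chose this list on these samples among others, so its direction here is not independent evidence. After YPEL1, the smallest unadjusted p-values were those of PANK3, a pantothenate kinase (-0.088 ± 0.029 SE), ADCYAP1 (0.21 ± 0.081) and ST8SIA3, a sialyltransferase of neurons (0.16 ± 0.066). With the preset correlation, camera called module 35 higher than the other genes (adjusted p = 0.00645), and the call was lost with an estimated correlation (adjusted p = 0.886 with an estimated correlation). It was also lost without pair 13 (adjusted p = 0.0874), pair 19 (adjusted p = 0.0847) or pair 31 (adjusted p = 0.381) with the preset correlation, and the median was 0.0058 in the smaller processing set (adjusted p = 0.9004) against 0.057 in the larger set (adjusted p = 1.3e-06).

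None of the 4 functional groups of module 35 that were tested gave a call in camera over all 25 pairs. The median was 0.032 for 35 transmembrane genes (CDH12 0.10, GPR6 0.13), 0.032 for 9 genes of neuronal development (MAEL 0.10, LAMB1 0.044), -0.0042 for 7 cell adhesion genes (NECTIN3 -0.10, CDH12 0.10), whose mean was 0.0045, and 0.022 for 8 genes of transcription (ZNF436 0.055, DACH1 0.050).

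Of the stress and activity lists, 3 gave calls with the preset correlation in camera that were lost with an estimated correlation. Heat shock genes had a median of -0.025, with 13 of 17 genes below 0. The list's adjusted p was 0.0262, and the adjusted p = 0.555 with an estimated correlation. The co-chaperones CHORDC1 (-0.15 ± 0.056 SE) and DNAJB1 (-0.15 ± 0.071) and the chaperone HSPA8 (-0.17 ± 0.094) had its smallest p-values. Metallothionein genes, which encode metal-binding proteins induced by zinc and glucocorticoids, had a median of 0.14, with 8 of 8 genes above 0 (MT1X 0.32 ± 0.19 SE, MT2A 0.27 ± 0.16, MT1E 0.17 ± 0.11). Their adjusted p was 0.0262, and the adjusted p = 0.886 with an estimated correlation. Interferon response genes had a median of -0.050, with 15 of 21 genes below 0 (IFI27 -0.22 ± 0.084 SE, IFI6 -0.17 ± 0.073). Their adjusted p was 0.0284, and the adjusted p = 0.886 with an estimated correlation. In each of these lists 0 genes passed in limma when adjusted over the list alone and 0 when adjusted over all genes, and at an unadjusted p under 0.05 there were 2 heat shock, 0 metallothionein and 2 interferon genes. Leaving out single pairs ended the heat shock call for 7 of the 25 pairs, the metallothionein call for 7 and the interferon call for 10. The median moved most for metallothionein genes without pair 32 (0.077), for heat shock genes without pair 3 (-0.048) and for interferon genes without pair 31 (-0.031). The interferon shift depended on the arrays that stood apart, with a median of -0.010 without the pairs that hold an outlying array (adjusted p = 0.807 with the preset correlation) and -0.024 with array weights (adjusted p = 0.2996). The mean differences in the smaller and the larger set were -0.083 and -0.036 for heat shock, 0.17 and 0.14 for metallothionein and -0.050 and -0.026 for interferon genes.

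The remaining lists gave no call in camera over all 25 pairs. Circadian clock genes had a median of 0.045 over 18 genes, with TEF at 0.16 ± 0.059 (SE) and PER2 at 0.16 ± 0.083 above 0 and BMAL1 at -0.098 ± 0.058 below it, and a camera p of 0.0208 before adjustment with an estimated correlation (adjusted p = 0.291 with an estimated correlation). Immediate early genes, which neurons induce on activity, had a median of -0.0096 over 25 genes, with FOS at -0.32 ± 0.14 (SE) and NR4A2 at -0.17 ± 0.075. The median was 0.041 for 15 genes of the glucocorticoid response (ZBTB16 0.091, HIF3A -0.059) and 0.038 for 15 inflammation genes (CCL3 -0.12, SERPINA3 0.31). Among transmitter systems, it was 0.018 for 20 glutamate receptor genes (GRIA1 0.11, GRIK5 0.12), -0.0033 for 11 GABA receptor genes (GABRB2 -0.032, GABRA3 -0.055), -0.011 for 22 monoamine genes (ADRB1 0.081, HTR1F -0.049), 0.049 for 13 genes of neurotrophin signalling (KIDINS220 0.081, PLCG1 -0.090) and 0.0064 for 20 synaptic vesicle genes (SV2A 0.089, NSF -0.16). It was -0.012 for 67 genes of oxidative phosphorylation (NDUFV1 -0.11, NDUFS7 -0.063) and 0.012 for 67 ribosomal protein genes (RPL4 0.079, RPS4X 0.093). In limma, 0 genes of these lists passed when adjusted over the list alone, with 0 to 3 genes per list at an unadjusted p under 0.05.

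**Figure D3:**
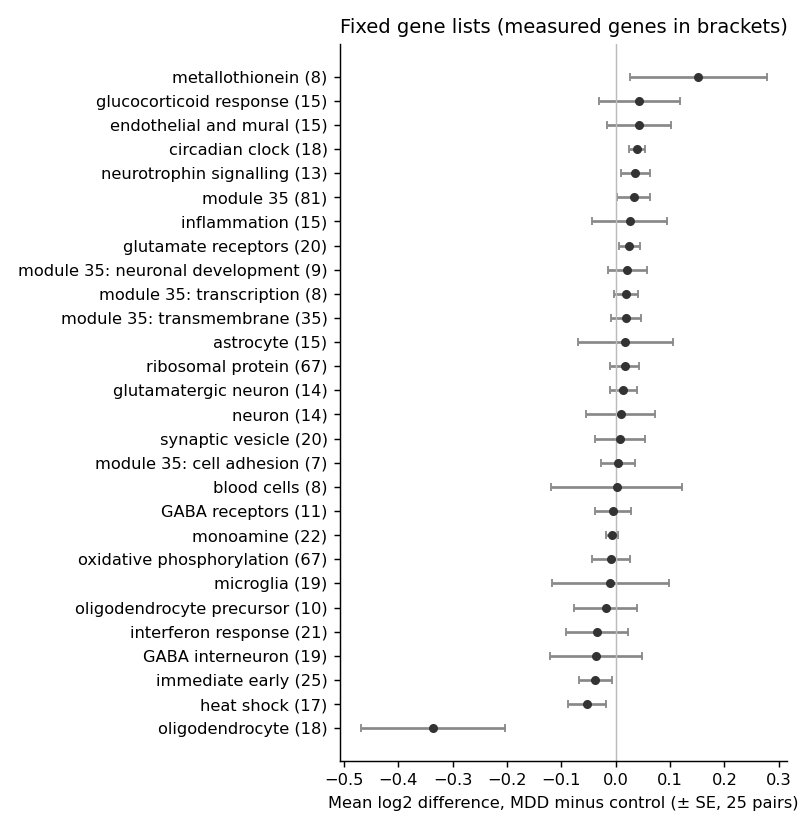
Mean log2 difference between MDD and control within 25 matched pairs for the 28 fixed gene lists, with bars giving the SE over pairs and the number of measured genes in brackets. The oligodendrocyte list lies lowest at -0.34, and the metallothionein list highest at 0.15.

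The third comparison asked whether module 35 genes were expressed together in this cohort, as the study defined the module by coexpression in cases and controls combined. The 81 measured genes were correlated with each other more than random genes. Their mean absolute correlation over all 50 arrays was 0.323, against a median of 0.264 for random lists (central 95% from 0.238 to 0.295, p = 0.0004). The correlations were mostly positive, in 2663 of the 3240 gene pairs (82.2%). The genes most correlated with the other members were CA10, a carbonic anhydrase-related synaptic protein (mean absolute correlation 0.469), the potassium channel subunit KCNV1 (0.465), NWD2 (0.463), the neuronal kinase PAK5 (0.461) and the ubiquitin ligase LNX1 (0.454). Least correlated were PANK3 (0.118), CLSTN2, a synaptic calsyntenin (0.109), and GABRA4, a GABA receptor subunit (0.105), and GABRA4 had a mean intensity of 107, close to the floor of 99.4. The most correlated of the 3240 gene pairs was LDB2 and PAK5, with a Pearson's r of 0.894 and a Spearman's rho of 0.872 over 50 arrays (permutation p = 1e-05 for each, the smallest that 100000 permutations can give, and 0.0324 when multiplied by the number of gene pairs). Their r was 0.860 without the 2 arrays farthest from the median of LDB2, 0.925 in the smaller and 0.716 in the larger processing set.

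Within processing sets the mean absolute correlation of module 35 was 0.389 in the smaller set (random median 0.3002) and 0.314 in the larger set (random median 0.219), and with the mean of each set removed it was 0.336 (random median 0.175), each with p = 0.0001, the smallest that 10000 random lists can give. Without pair 31, which holds the control array farthest from the rest, it was 0.289 and no longer past the threshold (p = 0.051). The study chose the list partly on these samples, so this excess is not independent evidence of the module.

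**Figure D4:**
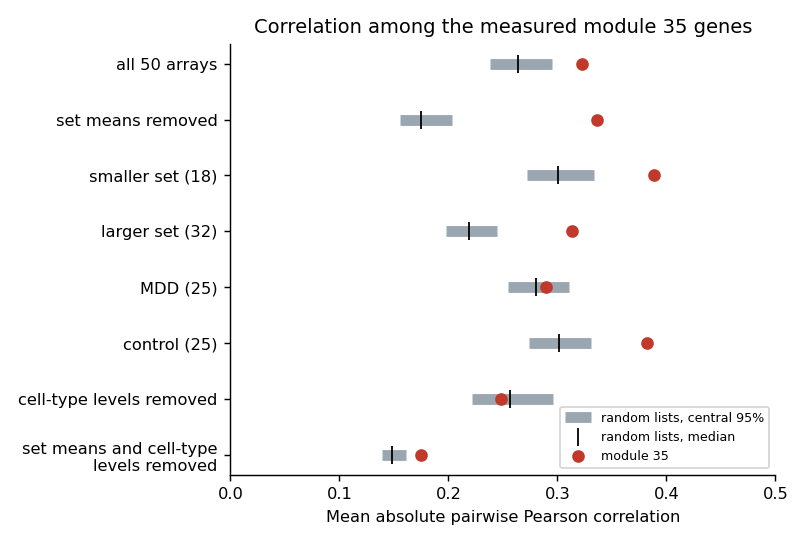
Mean absolute pairwise Pearson correlation of the 81 measured module 35 genes (red points) and of 10000 random lists matched on mean expression (grey bars, central 95%, with the median marked), for all arrays, parts of them and values with processing sets or cell-type levels removed. The module lies at 0.323 over all arrays and at 0.249 with cell-type levels removed, which is inside the range of random lists. With set means removed as well it lies above that range, at 0.175 (random median 0.148).

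The last comparison set coexpression in MDD against control subjects. The mean absolute correlation of module 35 was 0.290 in MDD, inside the range of random lists (median 0.280, p = 0.258), and 0.382 in control subjects (median 0.302, p = 0.0001). With the mean of each processing set removed, a setting chosen after seeing the data, it lay above random lists in both, at 0.3002 in MDD (median 0.213) and 0.397 in control subjects (median 0.233), each with p = 0.0001, and the difference was -0.0967 (permutation p = 0.674). Without that removal, the difference of -0.0926 did not pass the two-sided permutation test within pairs (p = 0.246). That test called 4 of 20 simulated lists with a difference of about that size, made without processing sets or outlying arrays. Without pair 31 the difference was -0.0296, with 0.2945 in MDD and 0.324 in control subjects (permutation p = 0.499). Within processing sets it was -0.158 in the smaller set (9 pairs, permutation p = 0.664) and 0.0428 in the larger set (16 pairs, permutation p = 0.582). Over the 28 fixed lists, 0 differences passed the permutation test adjusted for 28 lists and 0 had an unadjusted p under 0.05, and with set means removed 0 passed and 1 had an unadjusted p under 0.05. The largest was that of the oligodendrocyte precursor genes (0.271 in MDD, 0.537 in control, permutation p = 0.433, adjusted p = 0.738), and blood cell genes had the smallest unadjusted p (0.287 in MDD, 0.484 in control, permutation p = 0.0527, adjusted p = 0.719). Over all 50 arrays, oligodendrocyte (0.755), metallothionein (0.719), astrocyte (0.517) and microglial genes (0.517) had the highest mean absolute correlations of the 28 lists. Other lists above module 35 (0.323) included neuronal (0.466), GABA interneuron (0.450) and oligodendrocyte precursor genes (0.404).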

Values the study reported

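The study combined 11 cohorts, of which the present series is part. It matched 16,443 genes across them, kept 10,000 after filtering and placed 7,797 in 50 modules of coexpressed genes. Its module 35 held 88 genes. The study gave a combined p-value of 4e-05 for the overlap of this module with genes from 8 genetic association lists related to psychiatric disorders.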

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

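The tests here were chosen after the values were seen. The table without normalization, used only for alternatives and for a test of normalization and in no comparison of the report, held other measurements for 6 control arrays, as their rank correlation with the normalized table was at most 0.793 against at least 0.99971 for the other 44 arrays. To see whether such a column belongs to another person, deviations from the arrays of the same processing set were compared with all 50 columns. For 5 of the 6 arrays the same-named column was the nearest, where chance gives 2% for each, which argues against a column of another person for these 5 and may point to a repeated array of the same RNA. For the remaining array the correlation with its own name was 0.174 and with another column 0.565, and since that array stood apart from the rest, a mistaken column and poor array quality cannot be told apart. No biological explanation was tested.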

How the results depend on the processing

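Settings named as processing sets, the 6 pairs, the table without normalization, set means and cell-type levels were chosen after seeing the data. The count of 0 genes past the adjusted threshold in limma was the same in all 16 alternatives and without each pair in turn, and so was the count of 0 module 35 genes in its 15 alternatives. At an unadjusted p under 0.05 there were 282 genes without the pairing (no replicate block), 381 with probes above the floor on all arrays, 1041 with array weights and 1329 without pairs with an outlying array, against 645. Without the pairing, 0 genes passed and camera with the preset correlation called 5 lists, which were the same 5. The number of lists called by camera, 5 with all pairs, was 3 with the probe of highest mean signal, 7 with array weights, 8 without pairs with an outlying array, 9 without the 6 pairs whose control differs between tables, and 2 to 6 without each pair in turn (2 without pair 19 and 3 without pairs 13, 14 or 30), and the cause was not tested. Lists called only in alternatives, besides those of cell types given by set in the report, were microglia, oxidative phosphorylation, circadian clock (adjusted p = 0.0155) and neurotrophin signalling without pairs with an outlying array; microglia (0.0348), oxidative phosphorylation, circadian clock (0.0401) and glucocorticoid response with array weights; circadian clock (0.0301 and 0.0284) and ribosomal protein in the table without normalization; microglia (0.00306), GABA interneuron (median -0.066, 0.0481), immediate early, oxidative phosphorylation, ribosomal protein and transmembrane module genes without the 6 pairs; and transmembrane module and ribosomal protein genes in the larger set. Without pair 31 the GABA interneuron (median -0.071, 0.0211), oxidative phosphorylation and ribosomal protein lists were called, without pair 3 oxidative phosphorylation, without pair 13 ribosomal protein, and without pair 32 circadian clock and transmembrane module genes. The interferon call was lost with the probe of highest mean signal, without pairs with an outlying array, with array weights, without the 6 pairs and in each set, the heat shock call with that probe, with array weights, in the table without normalization, without the 6 pairs and in the larger set, and the metallothionein call in the smaller set and with the set in place of the pair. The heat shock call was lost without pairs 13, 16, 19, 24, 29, 30 or 31 (highest adjusted p 0.0995; its median was -0.040 without pair 11 and -0.038 without pair 20), the metallothionein call without pairs 11, 14, 17, 18, 21, 28 or 32 (0.174) and the interferon call without pairs 3, 13, 14, 19, 22, 23, 25, 30, 31 or 35 (0.520). With an estimated correlation 0 lists were called in every setting where it was run. The oligodendrocyte list was called in all settings with the preset correlation, with medians from -0.43 to -0.29 in alternatives and -0.41 to -0.30 without each pair in turn, and its median moved to -0.37 and -0.42 in the table without normalization, without and with background correction. The median of module 35 was 0.0058 in the smaller set, where its call was lost and the cause was not tested, and 0.014 to 0.045 without each pair in turn, lost without pairs 13, 19 and 31. The mean absolute correlation of module 35 was 0.249 with cell-type levels removed, below the random median of 0.256, and 0.289 to 0.333 without each pair in turn, lost without pair 31, and the cause was not tested. It stayed past the one-sided threshold against random lists in the other 17 alternatives, with pair means removed too (0.307). Without pairs with an outlying array it passed narrowly (0.281, p = 0.0397). With random lists also matched on SD, the random median was 0.290 (p = 0.0148). The difference in correlation between MDD and control, -0.0926, was 0.0428 in the larger set, -0.017 without the 6 pairs and -0.124 to -0.0296 without each pair in turn (-0.0296 without pair 31), and passed the test in none of these settings. Of 134 named genes, 36 changed sign under some alternative and 0 values passed the threshold. A block for the array chip and a filter on detection p-values were not run. Genes with an intensity near the floor of 99.4 have fold changes that background limits.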

Other observations

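Tests of normalization, outlying arrays, the mean of neuronal genes and oligodendrocyte RNA, removal of set means and cell-type levels, the 100 splits for counts of 0 genes, and the correlations and counts in the first paragraphs were chosen after the results were seen. The difference in oligodendrocyte genes varied across pairs with that in precursor genes and against that in neuronal genes by Pearson's r, and by Spearman's rho no relation passed the adjusted threshold. Across the 25 pairs, the difference in oligodendrocyte genes had an r of 0.538 with that in precursor genes (permutation p = 0.00452, adjusted p = 0.0181 over 8 lists) and a rho of 0.471 (permutation p = 0.0182, adjusted p = 0.0606). With synaptic vesicle genes r was -0.585 (permutation p = 0.00158, adjusted p = 0.0126) and rho -0.510 (permutation p = 0.00978, adjusted p = 0.0606). With neuronal genes r was -0.472 (permutation p = 0.0128, adjusted p = 0.0324) and rho -0.382 (permutation p = 0.0595, adjusted p = 0.0951). With genes of glutamatergic neurons r was -0.471 (permutation p = 0.0162, adjusted p = 0.0324) and rho -0.420 (permutation p = 0.0372, adjusted p = 0.0744). Without the 2 pairs farthest from the median, r was 0.626 for precursor, -0.623 for synaptic vesicle, -0.527 for neuronal and -0.307 for glutamatergic genes, so the last rests partly on those pairs. In the smaller and the larger set r was 0.570 and 0.540 for precursor, -0.644 and -0.571 for synaptic vesicle, -0.533 and -0.489 for neuronal and -0.462 and -0.477 for glutamatergic genes. The 2 pairs left out were those farthest on the oligodendrocyte difference, and pair 31 of the smaller set, which holds control 31, was kept. Pair 31 had the highest neuronal difference (1.252) and the lowest precursor difference (-0.978), with -1.323 for oligodendrocyte genes. No r was computed without pair 31. In the other pairs of the smaller set the neuronal difference ran from -0.285 (pair 29) to 0.159 (pair 30). Pair 31 lies far outside these values, so the neuronal r of the smaller set is not evidence apart from that pair. How far the relations over all pairs rest on pair 31 is open. The relations with astrocyte, microglial, endothelial and mural, and GABA interneuron genes did not pass (adjusted p of r from 0.0600 to 0.269), and that with microglial genes was -0.215 in the smaller and 0.732 in the larger set.

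Part of the lower genes with low p-values outside the list varied with it. Of the 311 genes outside the list that were lower in MDD at an unadjusted p under 0.05, 80 (25.7%) had a correlation over 0.5 with the oligodendrocyte difference across pairs, against 614 of all 14965 genes (4.1%). Of the 320 higher genes, 17 (5.31%) had a correlation below -0.5, against 368 of all genes (2.46%). Among the named genes, r was 0.929 for CAPN3 and 0.637 for ZFYVE16, and 0.161 for CLEC4A and -0.235 for GGA1. With the level of the oligodendrocyte list as a covariate, limma called 0 of 14965 genes, with 296 higher and 285 lower at an unadjusted p under 0.05.

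The lower level of oligodendrocyte genes in MDD was weighed against technical explanations. Normalization in 2 sets was not put to a real test, since each set holds whole pairs and both arrays of a pair were normalized together. The mean paired difference was -0.34 (lower in 18 of 25 pairs, permutation p = 0.0185) with the table without normalization, in which 6 control arrays hold other measurements, normalized over all arrays. The outlying arrays did not account for the difference, as it was -0.34 without the pairs holding one (lower in 15 of 20 pairs, permutation p = 0.0132). No measure of RNA quality was used, so low quality in the arrays that were kept was not tested. A candidate explanation is that the MDD pieces held less white matter and more grey matter, which predicts that neuronal genes go against oligodendrocyte genes across pairs, as their r of -0.472 did (rank correlation p = 0.0595), and that neuronal genes are higher in MDD. Their mean difference was 0.0089 ± 0.063 (SE, lower in MDD in 16 of 25 pairs), and its 95% interval of -0.12 to 0.14 holds both 0 and the 0.076 expected from the slope across pairs, so this stays open. Pair 31, with a neuronal difference of 1.252 and an oligodendrocyte difference of -1.323, enters both the slope and the mean. The next highest neuronal difference was 0.341 (pair 13), and the mean of 0.0089 is above 0 only with pair 31. The slope, the expected value and the interval were not computed without it. The neuronal median, 0.0074 with all pairs, ranged from -0.049 to 0.026 without each pair in turn and from -0.039 to 0.035 in alternatives. Less RNA from oligodendrocytes in MDD at the same share of white matter, a biological explanation, would lower the same genes. In whole pieces of tissue it cannot be told apart from less white matter. Chance could not be excluded either, as the list had an adjusted p of 0.291 in camera with an estimated correlation.

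The coexpression of module 35 was weighed in the same way. The difference between processing sets is argued against, since the mean absolute correlation stayed above random lists with set means removed (p = 0.0001). Shares of cell types in the pieces of tissue may account for part of the excess. With the mean levels of 5 cell-type lists removed, module genes left out of them, the module lay among the random lists. It was at 0.249 against a median of 0.256 (p = 0.662). Those random lists still carried the difference between processing sets (median 0.264 with no levels removed), so that comparison alone does not decide the question. With set means removed as well, an excess remained that was smaller, 0.175 against a median of 0.148 (p = 0.0002), against 0.336 and 0.175 with set means alone removed. With set means and the levels of 4 cell-type lists without neurons removed, it was 0.193 against a median of 0.154 (p = 0.0001). Most of the fall thus came without removing the neuronal list. Oligodendrocyte and neuronal differences ran against each other across pairs (r = -0.472), so this does not show how much neurons contributed. No other lists were removed for comparison, so whether the fall is particular to cell types was not tested.

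Splits that swapped MDD and control within pairs, 100 with the real one, say nothing about the counts of 0, since 100 of 100 must give at least 0 genes and at least 0 module 35 genes past the threshold (highest other 1 and 0). For the other counts chance could not be excluded. At an unadjusted p under 0.05, 52 of the 100 splits gave at least the real 645 genes, and the highest other had 1972. Camera with the preset correlation called at least the real 5 lists in 72 of the 100 splits, with a highest other of 19 and a median of 8 over the other splits, so a preset call in these data is not evidence against chance. Splits with several times the real counts point to a structure of the samples, whose cause was not tested.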
